# Genome-Wide Mapping of Bivalent Histone Modifications in Hepatic Stem/Progenitor Cells

**DOI:** 10.1155/2019/9789240

**Published:** 2019-04-01

**Authors:** Kengo Kanayama, Tetsuhiro Chiba, Motohiko Oshima, Hiroaki Kanzaki, Shuhei Koide, Atsunori Saraya, Satoru Miyagi, Naoya Mimura, Yuko Kusakabe, Tomoko Saito, Sadahisa Ogasawara, Eiichiro Suzuki, Yoshihiko Ooka, Hitoshi Maruyama, Atsushi Iwama, Naoya Kato

## Abstract

The “bivalent domain,” a distinctive histone modification signature, is characterized by repressive trimethylation of histone H3 at lysine 27 (H3K27me3) and active trimethylation of histone H3 at lysine 4 (H3K4me3) marks. Maintenance and dynamic resolution of these histone marks play important roles in regulating differentiation processes in various stem cell systems. However, little is known regarding their roles in hepatic stem/progenitor cells. In the present study, we conducted the chromatin immunoprecipitation (ChIP) assay followed by high-throughput DNA sequencing (ChIP-seq) analyses in purified delta-like 1 protein (Dlk^+^) hepatic stem/progenitor cells and successfully identified 562 genes exhibiting bivalent domains within 2 kb of the transcription start site. Gene ontology analysis revealed that these genes were enriched in developmental functions and differentiation processes. Microarray analyses indicated that many of these genes exhibited derepression after differentiation toward hepatocyte and cholangiocyte lineages. Among these, 72 genes, including *Cdkn2a* and *Sox4*, were significantly upregulated after differentiation toward hepatocyte or cholangiocyte lineages. Knockdown of *Sox4* in Dlk^+^ cells suppressed colony propagation and resulted in increased numbers of albumin^+^/cytokeratin 7^+^ progenitor cells in colonies. These findings implicate that derepression of *Sox4* expression is required to induce normal differentiation processes. In conclusion, combined ChIP-seq and microarray analyses successfully identified bivalent genes. Functional analyses of these genes will help elucidate the epigenetic machinery underlying the terminal differentiation of hepatic stem/progenitor cells.

## 1. Introduction

Before 2000, most research on liver development and differentiation was performed using morphological approaches in knockout mice [1]. Thus, many transcription factors with important roles in hepatocyte and cholangiocyte differentiation have been reported [2, 3]. Advances in cell sorting technology since the beginning of the 21st century have led to progress in the isolation and identification of hepatic stem/progenitor cells [4], and it has become possible to analyze signal transduction pathways and molecules involved in the maintenance and/or differentiation of stem cells [5–7].

Epigenetic mechanisms, including DNA methylation and histone modification, are essential for cell fate decisions and differentiation during embryogenesis [8]. Particularly, histone modifications are dynamically regulated by enzymes that add or remove these modifications [9], and these modifications have been described as extremely important in developmental processes in both the liver and pancreas [10]. Although polycomb group (PcG) proteins are responsible for transcription-repressive histone H3 trimethylation at lysine 27 (H3K27me3), trithorax group complexes (TrxG) are associated with transcription-active histone H3 trimethylation at lysine 4 (H3K4me3) [11]. In embryonic stem (ES) and tissue-specific stem cells, the promoter regions of genes that regulate differentiation contain “bivalent domains” with both the H3K27me3 and H3K4me3 [12]. This configuration is believed to allow cell fate determination and differentiation to rapidly begin in any direction in response to intracellular and extracellular signals.

Here, we aimed to elucidate the mechanisms through which histone modifications regulate differentiation from the viewpoint of bivalent domains in normal hepatic stem/progenitor cells. We performed the chromatin immunoprecipitation (ChIP) assay followed by high-throughput DNA sequencing (ChIP-seq) analyses in delta-like 1 protein (Dlk^+^) hepatic stem/progenitor cells using anti-H3K4me3 and anti-H3K27me3 antibodies. Next, we performed microarray analyses using RNA isolated from Dlk^+^ and differentiated cells. A comprehensive analysis of these data allowed for determination of bivalent genes and elucidation of epigenetic regulatory machinery of the differentiation process in hepatic stem/progenitor cells.

## 2. Materials and Methods

### 2.1. Mice

Pregnant C57BL/6 mice were purchased from Japan SLC (Hamamatsu, Japan). They were bred and maintained in accordance with our institutional guidelines for the use of laboratory animals.

### 2.2. Purification and Culture of Dlk^+^ Cells

Dlk^+^ cells were prepared from embryonic day (ED) 14.5 fetal livers, as described previously [13]. Briefly, cells were stained with an anti-Dlk antibody (MBL, Nagoya, Japan) followed by exposure to anti-rat IgG-conjugated magnetic beads (Miltenyi Biotec, Bergisch Gladbach, Germany). Dlk^+^ cells were corrected by passing them through cell separation columns under a magnetic field (Miltenyi Biotec).

### 2.3. Colony Assays and Terminal Differentiation Experiments

Dlk^+^ cells (1 × 10^3^ cells/well) were plated on collagen type IV-coated 6-well plates (Becton Dickinson, Franklin Lakes, NJ) and cultured as described elsewhere [13]. At least three independent experiments were performed for colony assays. To evaluate the ability to differentiate into hepatocytes, Dlk^+^ cells were placed on an Engelbreth-Holm-Swarm (EHS) gel (Becton Dickinson) in the presence of oncostatin M (OSM, R&D Systems, Minneapolis, MN). Similarly, the cells were placed on collagen type I gel (Nitta Gelatin, Osaka, Japan) in the presence of tumor necrosis factor- (TNF-) *α* (PeproTech, Rocky Hill, NJ) to examine their potential to differentiate into cholangiocytes.

### 2.4. Flow Cytometry

To examine the purity of Dlk^+^ cells sorted by magnetic cell separation, the cells were stained with a phycoerythrin-conjugated anti-Dlk antibody (MBL) for 30 min on ice. Labeled cells were resuspended in PBS with 1% fetal bovine serum. Propidium iodide (1 *μ*g/ml) was added for the elimination of dead cells. Cell analysis and sorting were performed using FACSCanto and FACSAria II (BD Biosciences, San Jose, CA).

### 2.5. Immunocytochemistry

Colonies derived from Dlk^+^ cells were stained with rabbit anti-albumin (Alb) (GeneTex, San Antonio, TX) and mouse anti-cytokeratin 7 (CK7) (DakoCytomation, Fort Collins, CO) antibodies followed by Alexa Fluor 555-conjugated goat anti-rabbit IgG (Molecular Probes, Eugene, OR) and Alexa Fluor 488-conjugated goat anti-mouse IgG (Molecular Probes) antibodies, respectively. The absolute number of Alb^+^CK7^+^ bipotent cells in each large colony at day 5 of culture was determined in at least 10 large colonies containing more than 100 cells. To examine cellular apoptosis, cells were stained with an anti-caspase 3 (CASP3; Millipore, Billerica, MA) antibody, followed by incubation with Alexa 555-conjugated IgG (Molecular Probes).

### 2.6. Reverse Transcription Polymerase Chain Reaction (RT-PCR)

RNA was extracted using the RNeasy Mini kit (Qiagen, Valencia, CA), following the manufacturer's protocol. cDNA synthesis was performed using the ThermoScript RT-PCR system (Invitrogen, Frederick, MD) with an oligo-dT primer. Quantitative RT-PCR was performed with an ABI PRISM 7300 Sequence Detection System (Applied Biosystems, Foster City, CA) using the Universal ProbeLibrary System (Roche Diagnostics, Mannheim, Germany) following the manufacturer's protocol. The primer sequences are listed in Supplementary Table S1.

### 2.7. Lentiviral Production and Transduction

Lentiviral vectors (CS-H1-shRNA-EF-1a-EGFP) expressing short hairpin RNA (shRNA) targeting murine *SRY-related high-mobility group* (*HMG*) *box 4* (*Sox4*, target sequence: sh-*Sox4*-1, 5′-ACCAACAACGCGGAGAACACT-3′; sh-*sox4*-2, 5′-GCGACAAGATTCCGTTCATCA-3′) and *luciferase* (*Luc*) were constructed using Gateway LR Clonase systems (Invitrogen, Carlsbad, CA). Recombinant lentiviruses were produced as described previously [14]. Cells were transduced with a lentiviral vector in the presence of protamine sulfate (10 *μ*g/ml; Sigma, St. Louis, MO).

### 2.8. Western Blotting

*Sox4*-knockdown cells were selected via cell sorting for enhanced green fluorescent protein (EGFP) expression. Cells were lysed in RIPA buffer (50 mM Tris (pH 8.0), 150 mM NaCl, 1 mM EDTA (pH 8.0), 1% Triton X-100, 0.1% sodium deoxycholate, and 0.1% SDS) with protease inhibitor cocktail (Roche). Lysates were then sonicated, separated by SDS-PAGE, and transferred to a PVDF membrane. Subsequently, they were subjected to Western blotting using anti-Sox4 (Santa Cruz Biotechnology, Santa Cruz, CA) and anti-tubulin (Oncogene Science, Cambridge, MA) antibodies.

### 2.9. ChIP

ChIP assay was performed as described previously [15]. Briefly, cross-linked chromatin was sonicated into 200–500-base-pair fragments. The immunoprecipitated and input DNA was treated using anti-H3K4me3 (Millipore, Bedford, MA, USA) and anti-H3K27me3 antibodies (Millipore). Normal mouse IgG was used as a negative control. The immunoprecipitated and input DNA was treated with RNase A (Sigma-Aldrich) and proteinase K (Roche) and purified using the QIAquick PCR purification kit (Qiagen). Quantitative PCR was conducted using the ABI Prism 7300 Thermal Cycler with SYBR Premix Ex Taq II (Takara Bio, Otsu, Japan). The primer sequences used are listed in Supplementary Table S2.

### 2.10. ChIP-seq

The reads per million (RPM) mapped read values of the region from 2 kb upstream to 2 kb downstream to the transcription start site (TSS) of the immunoprecipitated samples were divided by the RPM of the corresponding input. The RPM values of the sequenced reads were calculated every 2,000-base-pair bins with a shifting size of 200 base pairs using BEDTools. The RPM values of the sequenced read were calculated using BEDTools. The RPM values of the sequenced reads were calculated using BEDTools and visualized using the Integrative Genomics Viewer (http://www.broadinstitute.org/igv). The ChIP-seq data obtained in this study were deposited in the DNA Data Bank of Japan (DDBJ, accession number DRA006858).

### 2.11. Microarray Analysis

Microarray analysis was conducted using SurePrint G3 Mouse GE microarray (Agilent Technologies, Santa Clara, CA, USA). The microarray was labeled, hybridized, washed, and scanned as described by the manufacturer. The expression value (signal) for each probe set was calculated using GeneSpring GX 12.0 (Agilent). Data were normalized using GeneSpring normalization algorithms (Agilent). Only statistically significant gene expression levels (*P* < 0.05) were recorded as being “detected” above background levels, whereas genes with expression levels lower than this statistical threshold were considered “absent.” To identify differentially expressed genes involved in the differentiation of Dlk^+^ cells, genes exhibiting greater than 2.0-fold changes were selected. Moreover, gene ontology (GO) annotations were performed using the GeneSpring annotation tool (Agilent). The significance of each term was determined using Fisher's exact test and the Bonferroni adjustment for multiple testing. The raw data are available at Gene Expression Omnibus (GEO, accession number: GSE 114833).

### 2.12. Statistical Analysis

Data are presented as mean ± SEM. Statistical differences were analyzed using the Mann–Whitney *U* test. The correlation between histone marks and expression levels was analyzed using Pearson's correlation analysis. *P* values less than 0.05 were considered statistically significant.

## 3. Results

### 3.1. Genome-Wide Analyses of H3K4me3 and H3K27me3 in Hepatic Stem/Progenitor Cells

To gain an insight into the histone modification of hepatic stem/progenitor cells, we purified Dlk^+^ cells from fetal livers at ED 14.5 using magnetic-activated cell sorting (MACS). Flow cytometric analysis revealed that the purity of the sorted Dlk^+^ cells was approximately 90% (Supplementary Figure S1). To explore the genome-wide distribution of H3K4me3 and H3K27me3 in hepatic stem/progenitor cells, purified Dlk^+^ cells were subjected to ChIP-seq analysis. Although both the H3K4me3 and H3K27me3 peaks were observed in the slight downstream region of TSS, the H3K27me3 peaks had greater width and centrally depressed signals (Figure 1(a)). We focused on the region within 2.0 kb of the TSSs of the reference sequence genes (Figure 1(b)). Subsequently, ChIP-seq analysis successfully identified 9,687 genes with H3K4me3 enrichment and 1,151 genes with H3K27me3 enrichment greater than 2-fold (log2) of the input levels. In total, 562 genes possessed bivalent chromatin domains containing H3K4me3 and H3K27me3 marks (Figure 1(c)).

It has been reported that polycomb proteins Bmi1 and Ezh2 are required for self-renewal regulation in hepatic stem/progenitor cells as well as in pluripotent stem cells, such as ES cells, and hematopoietic stem cells [5, 13]. These findings suggest that common machinery plays an important role in differentiation regulation in ES cells and somatic stem cells. Therefore, we subsequently compared the list of these genes with the ChIP-seq data examined in mouse ES cells and human/mouse hematopoietic stem cells (HSCs) [16, 17]; 26 and 11 genes with bivalent promoters in hepatic stem/progenitor cells were overlapped with bivalent genes in ES cells and HSCs, respectively (Figure 1(d)). Among them, three genes, namely, *Ebf1*, *Pax6*, and *HoxA1*, were overlapped with genes with bivalent promoters in both ES cells and HSCs. To gain insights into their biological roles, we analyzed the 562 identified bivalent genes. Functional annotations based on GO revealed significant enrichment of genes belonging to the categories “DNA binding,” “transcription,” “development,” and “differentiation” (Figure 1(e)).

### 3.2. Comparison between Histone Marks and Gene Expression Levels

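Expression in freshly purified Dlk+ cells was measured on 1 one-color Agilent mouse array, with no replicate array. One-color arrays report the fluorescence of a single labeled RNA sample at each spot. The array carried 55681 different probes outside the control spots, of which 27428 were matched to a gene symbol through their RefSeq accessions and the RefSeq gene table of the GRCm38.p6 assembly. After spots with outlier flags were left out, 20785 genes had a usable probe on this array and on the arrays of cells cultured for differentiation. The authors' files hold background-corrected spot intensities from the scanner software. Each log2 intensity was set against the 75th percentile of the probes on its array, which was 601 intensity units for purified Dlk+ cells. For genes with several probes, the probe with the highest mean signal over the arrays was used. The scanner software marked 53.8% of the probes, and the probes of 14400 genes, as well above background in purified Dlk+ cells.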

Initially, based on the microarray data of freshly purified Dlk^+^ cells, we examined the relationship between histone modification patterns and gene expression levels (Figure 2(a)). Pearson's correlation coefficient analysis revealed a positive correlation between gene expression and H3K4me3 levels (*r* = 0.57) and a negative correlation between gene expression and H3K27me3 levels (*r* = −0.24). We compared expression levels among genes marked with H3K4me3, H3K27me3, and both H3K4me3 and H3K27me3 (bivalent) (Figure 2(b)). 

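Across the 20785 genes, the log10 normalized signal of purified Dlk+ cells had a 25th percentile of -1.63, a median of -0.35, and a 75th percentile of 0.66. The 25th percentile lay below the lowest normalized signal of a probe well above background, 0.0386 on the linear scale. With the 75th percentile shift replaced by median scaling, the median over genes became 0.85. Among the genes already named as bivalent in hepatic stem/progenitor cells, ES cells, and HSCs, *Ebf1* was not well above background on its only probe, A_55_P2065513. Neither *Pax6* probe, A_52_P469306 or A_55_P2022946, was well above background. The ChIP-seq enrichment of these genes was not analysed here.

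**Figure D1:**
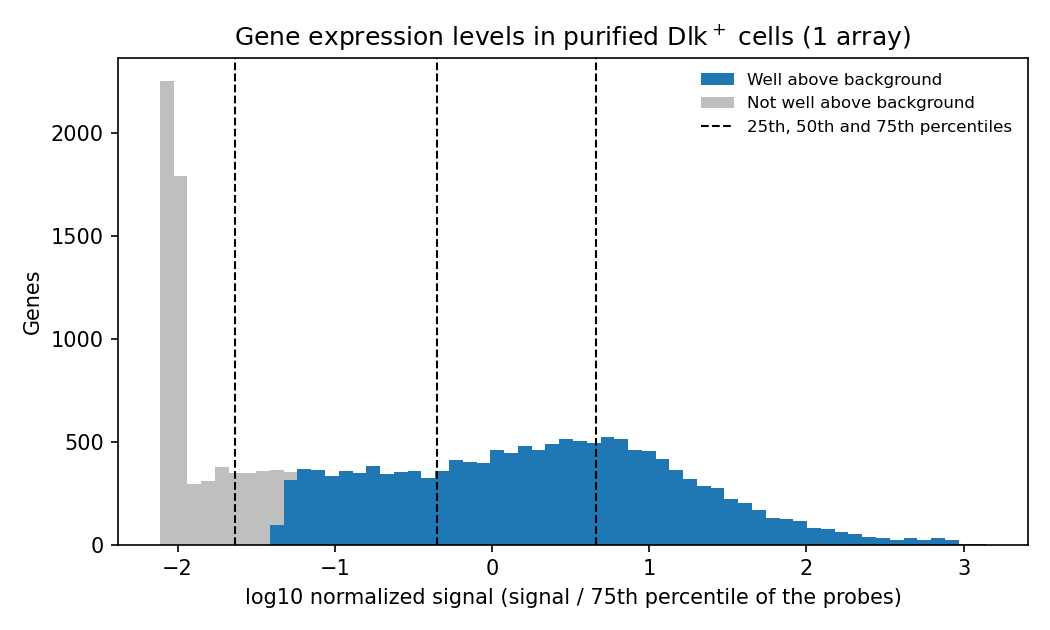
Number of genes at each log10 normalized signal on the array of purified Dlk+ cells, with genes whose probe was well above background in blue and the others in gray. The dashed lines mark the 25th, 50th, and 75th percentiles at -1.63, -0.35, and 0.66, the lowest of which is below the lowest signal marked as well above background.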

Genes with H3K4me3 marks showed higher expression levels, whereas those with H3K27me3 marks and bivalent marks (H3K4/27me3) displayed lower expression levels.

### 3.3. Identification of Bivalent Genes Showing Derepression during Differentiation

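Gene expression during differentiation was compared on 3 one-color Agilent mouse arrays, of purified Dlk+ cells, cells after hepatocytic differentiation, and cells after cholangiocytic differentiation. EHS gel is a basement membrane extract, OSM is a cytokine of the interleukin-6 family, and TNF-*α* is an inflammatory cytokine. The deposited sample labels give 5 days of culture for both differentiated samples. With 1 array per condition there was no replicate, so no test was made and no spread between cultures is known. All 3 arrays lay on 1 slide and were scanned on the same day. The 75th percentile used for scaling was 449 intensity units after hepatocytic differentiation and 708 after cholangiocytic differentiation. Probes well above background made up 51.4% of the probes after hepatocytic differentiation and 46.9% after cholangiocytic differentiation. The fitted slope of the spike-in RNAs against their known amounts was 1.01 for purified Dlk+ cells, 1.03 after hepatocytic differentiation, and 1.00 after cholangiocytic differentiation. The arrays hold 399 probes with 10 spots each. Their spots, at signals above -2 on the normalized log2 scale, had an SD of 0.074, 0.070, and 0.067 log2 units on these arrays, in the same order. Between -6 and -4 on that scale the SD was 0.69, 0.60, and 0.64. Spots of one probe share the labeled RNA, so these SDs leave out the variation between cultures. Where a probe was well above background, or free of saturation, on only 1 of the 2 arrays compared, the fold change is given as a lower bound. For dim probes, the bound sets the bright signal against the higher of the dim probe's own signal and the lowest normalized signal of a probe well above background, which was 0.0386, 0.0462, and 0.0509 on these arrays.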

Next, we cultured Dlk^+^ cells on EHS gel in the presence of OSM to induce differentiation into mature hepatocytes and on collagen type I gel in the presence of TNF-*α* to selectively induce differentiation into cholangiocytes. mRNA extracted from these differentiated cells was subjected to microarray analysis. We successfully identified 2,724 upregulated and 2,844 downregulated genes after the differentiation of Dlk^+^ cells into hepatocytes (Figure 2(c)). Similarly, 2,852 genes were upregulated and 2,799 were downregulated after differentiation into cholangiocytes. 

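After hepatocytic differentiation, 3458 genes had a normalized signal more than 2-fold higher and 3617 genes more than 2-fold lower than in purified Dlk+ cells. These counts cover the 17825 genes detected on at least 1 of the 2 arrays, where detected means a signal marked as positive and significant, a weaker condition than well above background. Of the upregulated genes, 2348 were well above background on both arrays, and 599 were well above background on 1 array only. The other 511 were not well above background on either array. The downregulated genes divided into 2202, 1027, and 388 in the same way. The alternative that moved these counts most was the use of probes in place of genes, with 7924 upregulated and 7480 downregulated probes. Among 1222 genes with at least 2 probes above background on both arrays and 1 of them past 2-fold, 90.1% had all such probes changed in the same direction. The largest increases among genes well above background on both arrays were those of *Lrg1*, *Serpina3m*, *Serpina3n*, *Krtap11-1*, and *Wnt4*. The increase of *Krtap11-1* rests on 1 of its 2 probes, since the other was not well above background on any array, and it fell from 10.31 to 5.29 on the log2 scale when probes were averaged. Cross-hybridization between the similar genes *Serpina3m* and *Serpina3n* was not checked here. *Lrg1* rose by 11.45 on the log2 scale and *Wnt4* by 10.29. Among genes well above background on both arrays, the largest decreases were those of *Lect2*, *Mpo*, *Serpina6*, *Shbg*, and *Timd2*. *Lect2* changed by -10.18 on the log2 scale and *Timd2* by -8.54.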

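After cholangiocytic differentiation, 3217 genes were upregulated and 3891 were downregulated by more than 2-fold, out of 17496 genes detected on at least 1 of the 2 arrays. The upregulated genes included 2488 well above background on both arrays, 395 well above background on 1 array only, and 334 on neither. The downregulated genes included 2005, 1379, and 507, respectively. With median scaling the balance turned, to 5556 upregulated and 2772 downregulated genes. The largest increases among genes well above background on both arrays were those of *Gsta2*, *Msln*, *Sprr1a*, *S100a6*, and *Tff1*. *Gsta2* rose by 10.20 on the log2 scale and *Tff1* by 8.93. Cross-hybridization of the *Gsta2* probe with related glutathione S-transferase genes was not checked here. Among genes well above background on both arrays, the 5 largest decreases included those of *Gys2*, *Aadac*, *Uroc1*, and *Apof*. The log2 changes were -10.38 for *Gys2* and -8.36 for *Apof*.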

Bivalent domains are considered to control the expression of developmental genes, thus allowing timely activation during the differentiation process. To gain insights into epigenetic differentiation regulators, we highlighted the bivalent genes that were derepressed following the differentiation of hepatic stem/progenitor cells. As a result, 128 and 115 genes were upregulated during differentiation into hepatocytes and cholangiocytes, respectively (Figure 2(d)). Among these, 72 genes were commonly upregulated during differentiation toward both the hepatocyte and cholangiocyte lineages (Supplementary Table S3).

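Over all genes on the arrays, without selection for bivalent domains, 1267 genes were upregulated in both lineages and 2170 were downregulated in both. The shared genes made up 36.6% of the genes upregulated after hepatocytic differentiation and 39.4% of those upregulated after cholangiocytic differentiation. Independent calls would share 535 upregulated and 677 downregulated genes, and the observed numbers were 2.37 and 3.20 times these. Both expectations spread the calls over all 20785 genes. Genes detected on neither array compared cannot be called, so these expectations are too low and the ratios too high. Median scaling removed the larger number of shared downregulated genes, with 1789 upregulated and 1746 downregulated genes in both lineages. Other scalings kept it, with 1299 and 2091 under quantile normalization and 1015 and 2225 without scaling. Only 46.9% of probes were well above background after cholangiocytic differentiation, so median scaling there rests on probes near background. Among genes well above background on both arrays of each comparison, an alternative chosen after the data were examined, the numbers were 907 and 915. Both comparisons use the same array of purified Dlk+ cells, which raises the overlap by itself. In 20 simulated sets of arrays whose genes varied independently by as much as observed, the overlap was 1.82 times that of independent calls in both directions, but these sets held more calls, with an average of 5748 genes upregulated after hepatocytic differentiation. With as many genes called as observed, taken by size of change, the simulated sets shared 1322 upregulated genes on average. Their range was 1291 to 1362. For downregulated genes the average was 1569.6, with a range of 1541 to 1601. The simulated sets had no detection rule, so all 20785 genes could be called in them. Simulated arrays that differed only by the spread between repeated spots shared 154 upregulated genes on average. The log2 fold changes of both lineages had a Pearson correlation of 0.556 across genes, which are not independent replicates. The simulated sets of independently varying arrays gave 0.501, which their equal spread on every array fixes in advance. Those with the spread between spots alone gave 0.602. The list of bivalent genes was not analysed here. To find epigenetic regulators of differentiation, the paper takes the upregulated genes of each lineage that carry bivalent domains, and among them those shared by both lineages.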

### 3.4. Changes of Histone Marks in the *Ink4a*/*Arf* Gene Locus during Differentiation

Among the bivalent genes, the *Ink4a*/*Arf* locus was modified by bivalent histone marks in purified Dlk^+^ cells. *Ink4a*/*Arf* is an important target of PcG, and its transcriptional repression is essential for maintaining self-renewal in hepatic stem/progenitor cells [18]. Consistent with microarray data, real-time PCR analyses demonstrated that remarkable derepression of *Ink4a*/*Arf* was observed after the induction of hepatocytic and cholangiocytic differentiation (Supplementary Figure S2). 

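On the arrays, *Cdkn2a*, the gene of the *Ink4a*/*Arf* locus, was measured by a pair of probes. Probe A_55_P2008437 was not well above background in purified Dlk+ cells and had normalized signals of 0.338 after hepatocytic differentiation and 2.35 after cholangiocytic differentiation. These signals were at least 8.74-fold and at least 60.8-fold higher than in purified Dlk+ cells, respectively. Between the differentiated samples, the signal of this probe was 6.95-fold higher after cholangiocytic differentiation. Probe A_55_P2008438 was well above background only after cholangiocytic differentiation, where it was at least 2.73-fold higher than in purified Dlk+ cells. When the probes of the gene were averaged, the bound after hepatocytic differentiation was 0.92 on the log2 scale, short of the 2-fold threshold. Both probes carry the same RefSeq accession, and *Ink4a* and *Arf* transcripts were not told apart here.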

ChIP analyses revealed high levels of both H3K4me3 and H3K27me3 marks at the *Ink4a*/*Arf* promoter in purified Dlk^+^ cells. However, H3K27me3 levels, but not H3K4me3 levels, were diminished at the locus in mature hepatocytes and cholangiocytes.

### 3.5. Bivalent Histone Modification on the *Sox4* Gene Locus

Similar to *Ink4a*/*Arf*, *SRY-related HMG box 4* (*Sox4*) exhibited bivalent loci in purified Dlk^+^ cells (Figure 3(a)). Real-time PCR analyses demonstrated that *Sox4* was significantly upregulated after differentiation toward the hepatocyte and cholangiocyte lineages (Figure 3(b)). *Sox4* upregulation was more prominent in cholangiocytes than in hepatocytes. We next focused on the role of *Sox4* in hepatic stem/progenitor cells. *Sox4* upregulation was more prominent during cholangiocytic differentiation than during hepatocytic differentiation. Although high levels of both H3K4me3 and H3K27me3 were detected at the *Sox4* promoter in purified Dlk^+^ cells, only H3K4me3 levels were increased at the *Sox4* locus in terminally differentiated cells (Figure 3(c)). These findings indicate that the *Sox4* expression level is tightly regulated through histone modifications in both stem/progenitor and terminally differentiated cells.

### 3.6. Loss-of-Function Assays of *Sox4* in Hepatic Stem/Progenitor Cells

Quantitation of *Sox4* mRNA extracted from fetal, neonatal, and adult livers using real-time RT-PCR demonstrated that the *Sox4* expression achieved a peak in late-gestational fetal liver and decreased rapidly after that (Figure 4(a)). These findings indicated the possibility that derepression of *Sox4* was essential for the normal differentiating process. These results prompted us to test the effects of *Sox4* in a loss-of-function assay. *Sox4* knockdown was confirmed using Western blotting (Figure 4(b)). *Sox4* knockdown impaired colony formation and reduced both the number of large colonies containing >100 cells and the size of colonies (Figure 4(c)). Immunocytochemical analyses revealed an increase in the number of Alb^+^CK7^+^ bipotent cells in colonies derived from *Sox4*-depleted Dlk^+^ cells compared with the findings in control colonies on day 5 of culturing (Figures 4(d) and 4(e)). However, no remarkable differences were observed in a number of Casp3-positive cells in control and *Sox4*-knockdown colonies (Figure 4(f)). In addition, *Sox4* knockdown resulted in a modest but significant increase in *Sox9* mRNA expression (Figure 4(g)). Taken together, *Sox4* is essential for the differentiation of Dlk^+^ cells into mature hepatocytes and cholangiocytes.

To selectively induce terminal hepatocyte maturation, we cultured Dlk^+^ cells in EHS gel supplemented with OSM. Multiple cell clusters with tight cell-cell contact were formed by day 4 of culturing. Compared with the findings for the control clusters, the *Sox4*-knockdown clusters lacked hepatocytes with highly condensed, granulated cytosol and clear round nuclei (Figure 4(h)). Concordant with these findings, real-time RT-PCR analyses revealed that hepatocyte-lineage markers, such as *Alb*, *tyrosine aminotransferase* (*Tat*), *hepatocyte nuclear factor 3β* (*Hnf3β*), and *Hnf4α*, were significantly downregulated in *Sox4*-depleted cells (Supplementary Figure S3(a)). In contrast, stem cell markers, such as *alpha-fetoprotein* (*Afp*), *epithelial cell adhesion molecule* (*Epcam*), and *Bmi1*, were significantly upregulated in *Sox4*-knockdown cells. Next, Dlk^+^ cells were cultured on collagen type I gel in the presence of TNF-*α* to selectively induce cholangiocytic differentiation. *Sox4*-depleted Dlk^+^ cells, but not control Dlk^+^ cells, failed to form tube-like structures (Figure 4(e)). As expected, real-time RT-PCR analyses demonstrated that cholangiocyte-lineage markers, such as *CK7*, *integrin b4* (*Itgb4*), *Hnf1β*, and *Hnf6*, were significantly downregulated, and stem cell markers mentioned above were upregulated in *Sox4*-depleted cells (Supplementary Figure S3(b)). Taken together, Sox4 gene activation is essential for terminal differentiation toward the hepatocyte and cholangiocyte lineages.

## 4. Discussion

Bivalent domains simultaneously contain the opposing histone modification H3K4me3 and H3K27me3 and have been found in the promoters of a broad range of genes that regulate differentiation in ES cells [19]. This elegant mechanism maintains the cell's undifferentiated state while permitting target gene expression to be rapidly activated or repressed when cell fate is determined by differentiation signals [20]. Bivalent domains are intimately involved in the balance between TrxG and PcG histone modifications. In fact, ES cells lacking components of the PcG complex reportedly lose the H3K27me3 histone modification, leading to derepression of bivalent genes [21, 22]. Hence, the undifferentiated state of ES cells is lost, and differentiation accelerates toward a certain cell lineage. Deficits in pluripotency and abnormal differentiation have also been reported in tissue-specific stem cells lacking *Ezh2* [23, 24]. We previously reported that depleting *Ezh2* in hepatic stem/progenitor cells eliminates their capacity of self-renewal and causes them to exhibit abnormal differentiation that is skewed toward the hepatocyte lineage [13]. This suggests that PcG plays an important role in repressing differentiation programs in stem/progenitor cells.

Recently, the popularization of the ChIP-seq analysis, which combines next-generation sequencers with ChIP, has facilitated comprehensive analyses to determine binding sites for transcription factors or enrichments for specific histone modifications [25]. However, few reports have comprehensively analyzed histone modifications in stem/progenitor cells. In the current study, we first performed ChIP-seq analyses using purified Dlk^+^ cells and antibodies against H3K4me3 and H3K27me3. After exploring conditions in which H3K4me3 levels best correlate with gene expression and H3K27me3 levels best inverse-correlate with gene expression, we decided to analyze genes with enrichment of >2-fold (log2) of input in the region within 2.0 kb of the TSSs. We subsequently identified 562 bivalent genes. Of these genes, 26 overlapped with bivalent genes in ES cells, 11 overlapped with bivalent genes in hematopoietic stem cells, and 3 were common to both. Differentiation of hepatic stem/progenitor cells appears to be controlled precisely through epigenetic regulations of bivalent genes. Although these genes are mainly specifically found in hepatic stem/progenitor cells, some of them are commonly found in different stem cell systems.

Next, we integrated ChIP-seq and microarray data to identify bivalent genes that are derepressed when differentiation is induced. Our results indicated that 72 genes were commonly upregulated during differentiation toward both the hepatocyte and cholangiocyte lineages. In fact, one of the genes was *Ink4a*/*Arf*, which is an important PcG target gene. We previously reported that derepression of the *Ink4a*/*Arf* locus in *Bmi1* ^−/−^ Dlk^+^ cells leads to impaired growth activity and self-renewal [18]. Conversely, *Ink4a*/*Arf* ^−/−^ Dlk^+^ cells exhibit remarkable stem/progenitor cell expansion. Further analyses are needed to examine whether 72 genes cited in this study are repressed to maintain pluripotency in hepatic stem/progenitor cells and transcriptionally activated via loss of repressive histone modifications for normal differentiation to proceed.

The 72 aforementioned genes include *Sox4* and *Sox11*. 

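Both *Sox4* probes were well above background on all 3 arrays. Probe A_55_P2121613 had a normalized signal of 0.261 in purified Dlk+ cells, 3.54 after hepatocytic differentiation, and 7.15 after cholangiocytic differentiation, increases of 13.6-fold and 27.4-fold. Probe A_55_P2131899 increased 11.4-fold and 26.9-fold. The 2.02-fold difference between the differentiated samples on the first probe, and of 2.35-fold on the other, rests on 1 array each. *Sox11* probe A_55_P2094721 increased 3.15-fold after hepatocytic differentiation and 3.17-fold after cholangiocytic differentiation, from a normalized signal of 0.0723. With normexp background correction the *Sox11* increases were 0.75 and 0.71 on the log2 scale, below 2-fold. This correction adds an offset of 50 intensity units, which lowers the fold changes of dim probes by construction. The other *Sox11* probe, A_52_P160955, was well above background only after hepatocytic differentiation, at least 2.31-fold higher than in purified Dlk+ cells.

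**Figure D2:**
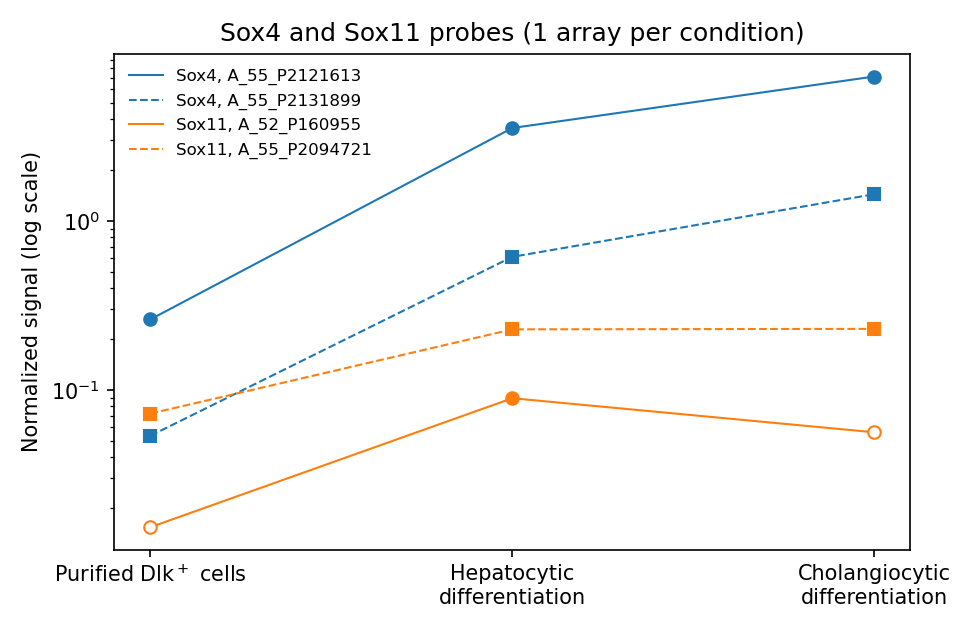
Normalized signal on a log scale of each *Sox4* and *Sox11* probe on the arrays of purified Dlk+ cells, hepatocytic differentiation, and cholangiocytic differentiation, with 1 array per condition. Open symbols mark signals not well above background, and the *Sox4* probe A_55_P2121613 goes from 0.261 to 3.54 and 7.15.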

Sox genes are transcription factors belonging to the HMG box superfamily. Some Sox genes are conserved across species, ranging from zebrafish to humans [26]. As their name suggests, *Sox* genes display homology to the DNA-binding HMG box domain of the sex-determination gene *Sry* (generally greater than 50% homology within the HMG box), and to date, more than 20 different *Sox* genes have been cloned from mice [27]. Sox4 plays an important role in regulating differentiation in neural stem and hematopoietic stem/progenitor cells; however, its function in hepatic stem/progenitor cells is unclear [28, 29]. Therefore, we performed a more detailed analysis of Sox4. Although *Sox4* expression in Dlk^+^ cells was extremely low, levels of the transcriptionally repressive H3K27me3 histone modification decreased as the cells were induced to differentiate into hepatocytes and cholangiocytes, thereby leading to 20- and 33-fold increases in *Sox4* expression, respectively. Lentiviral-knockdown of *Sox4* in Dlk^+^ cells impaired terminal differentiation toward hepatocyte and cholangiocyte lineages and causes an increase in Alb^+^CK7^+^ progenitor cells in Dlk^+^ cell-derived colonies. Concordant with these findings, Poncy and colleagues reported that cholangiocyte differentiation and bile duct formation are perturbed in developing livers in *Sox4*-knockout mice [30]. In the present study, *Sox4* knockdown resulted in modest but significant upregulation of *Sox9* expression in Dlk^+^ cell-derived colonies. Given that Sox4 and Sox9 cooperatively regulate development of bile ducts [30], this change might be a compensatory increase. Further analyses are necessary to elucidate the role of Sox4 and interaction between Sox4 and Sox9 in the regulation of hepatic stem/progenitor cells.

Furuyama and colleagues reported that based on a genetic lineage tracing analysis in mice, hepatocytes and cholangiocytes differentiate from *Sox9*-negative hepatoblasts [31]. In the current study, the H3K27me3 modification at the *Sox9* locus was slightly below the cutoff, and it was therefore not included as a bivalent gene. However, *Sox9* expression in Dlk^+^ cells was extremely low, and we observed a greater than 5-fold increase in its expression after the induction of differentiation into hepatocytes or cholangiocytes. 

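*Sox9* was measured by 1 probe, A_52_P214630, which was well above background on all 3 arrays. Its normalized signal was 0.130 in purified Dlk+ cells, 0.731 after hepatocytic differentiation, and 1.51 after cholangiocytic differentiation. The increases were 5.63-fold and 11.6-fold, respectively.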

We previously revealed that *Sox17* is a target of Bmi1 and that its overexpression in Dlk^+^ cells accelerates their differentiation [18]. These examples illustrate that Sox genes in Dlk^+^ cells are finely controlled at the transcriptional level via histone modifications and suggest that they play important roles in controlling the differentiation of hepatic stem/progenitor cells.

Finally, our findings demonstrated that several genes possess bivalent histone marks in hepatic stem/progenitor cells. Additionally, drastic changes in the expression of these genes caused by the loss of bivalent domains are closely associated with the normal differentiation process. Further analyses are necessary to determine the roles of the identified genes in hepatic stem cell systems.

## Figures and Tables

**Figure 1:**
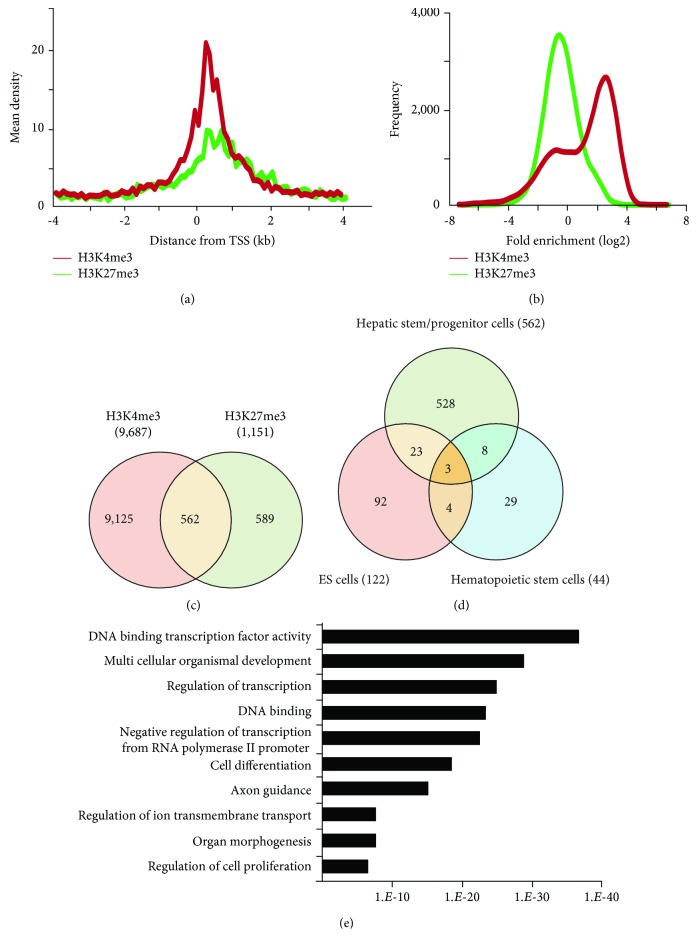
ChIP-seq analyses of freshly isolated Dlk^+^ cells. (a) Distribution of H3K4me3- or H3K27me3-bound probes in the promoter regions (from -2 kb to +2 kb of the TSS). (b) Summary of H3K4me3 or H3K27me3 enrichment detected by ChIP-seq analyses. (c) Venn diagram showing the number of genes with H3K4me3 and/or H3K27me3 modifications with fold enrichment > 2 (log2). (d) Overlap of bivalent genes among the histone modification profiles in ES cells reported by Bernstein et al. [16] and hematopoietic stem cells reported by Weishaupt et al. [17]. (e) GO analyses of genes marked with both H3K4me3 and H3K27me3.

**Figure 2:**
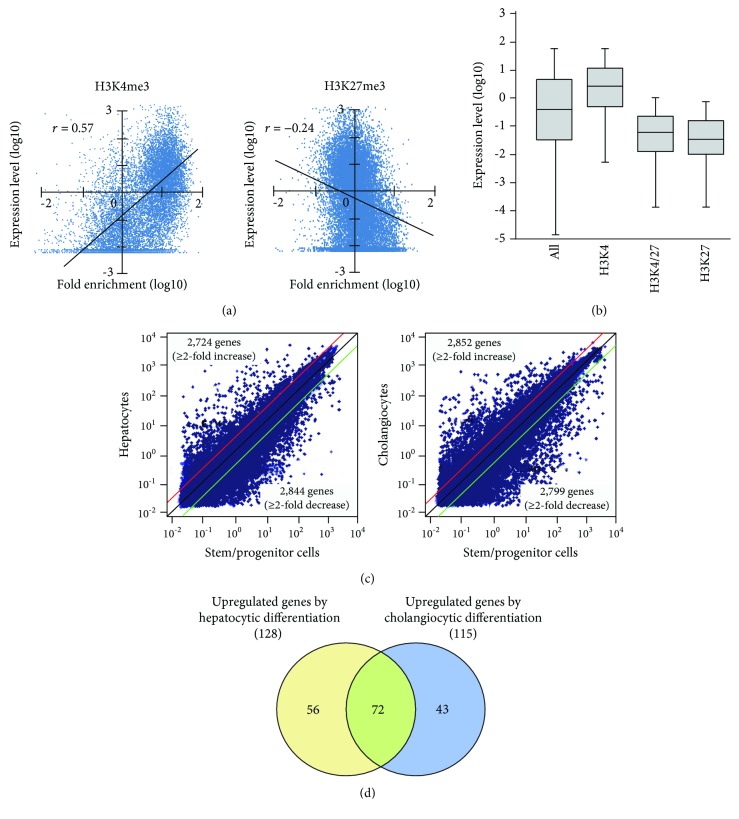
Correlation between histone marks and gene expression level and identification of bivalent genes showing derepression after differentiation induction. (a) Pearson's correlation coefficient analysis revealed that the levels of H3K4me3 enrichment were positively correlated with gene expression levels (*r* = 0.57). By contrast, levels of H3K27me3 enrichment were inversely correlated with gene expression levels (*r* = -0.24). (b) Box plot showing the 25th, 50th, and 75th percentiles of expression for genes with different histone modifications. (c) Scatter diagrams of the microarray analysis. Alterations in gene expression following hepatocytic differentiation in response to OSM and cholangiocytic differentiation in response to TNF-*α* were analyzed via microarray-based expression analysis. The red and green lines represent the borderline for the 2-fold increases and decreases, respectively. (d) Venn diagram depicted the number of bivalent genes showing derepression after differentiation induction.

**Figure 3:**
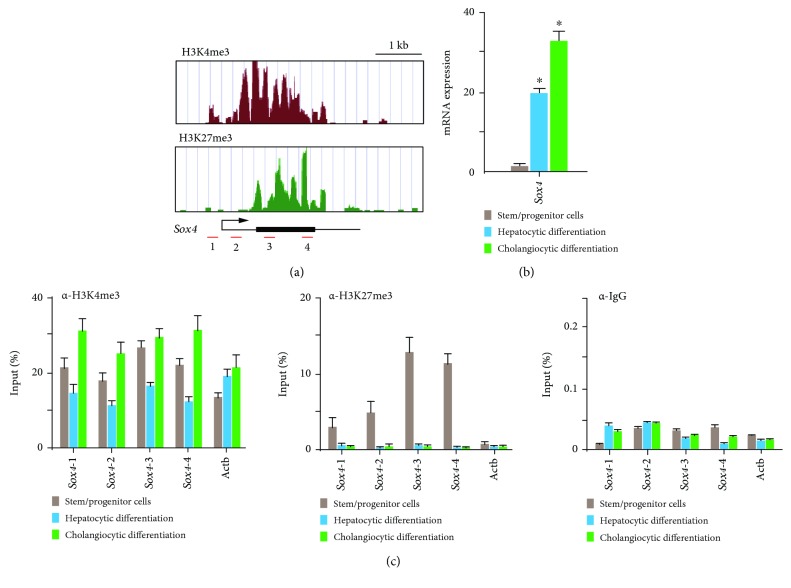
Histone modification status at the *Sox4* locus in purified Dlk^+^ cells and terminally differentiated cells. (a) Signal map of H3K4me3 and H3K27me3 at the Sox4 locus in Dlk^+^ cells. (b) Real-time RT-PCR analysis of *Sox4* in Dlk^+^ cells and cells differentiated toward hepatocyte and cholangiocyte lineages. ^∗^Statistically significant (*P* < 0.05). (c) Quantitative ChIP analyses of the *Sox4* locus and *Actb* control promoter region using anti-H3K4me3 and anti-H3K27me3 antibodies. Percentages of input DNA are shown as mean values for independent triplicate analyses.

**Figure 4:**
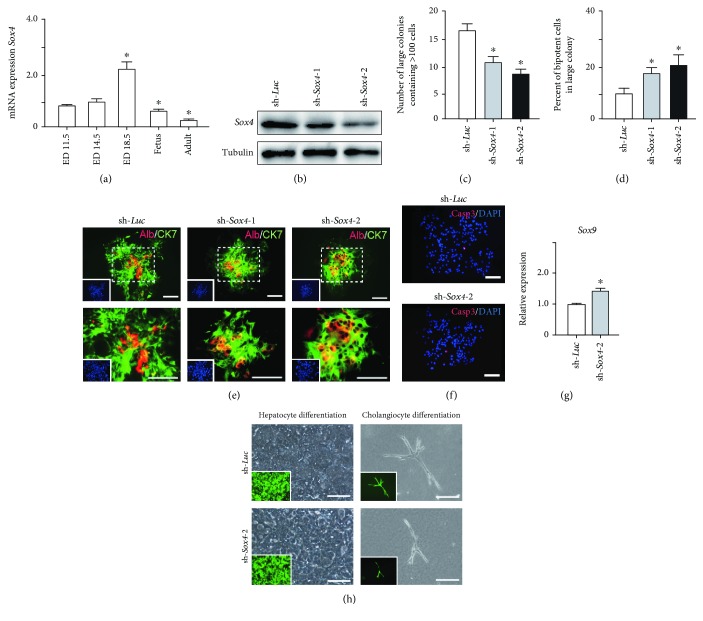
Loss-of-function assays of *Sox4* in Dlk^+^ cells. (a) Real-time RT-PCR analysis of *Sox4* in the fetal liver (ED 11.5, ED14.5, and ED17.5), neonatal liver, and adult liver. ^∗^Statistically significant (*P* < 0.05). (b) Western blot analyses in *Sox4*-knockdown cells using anti-Sox4 and anti-tubulin (loading control) antibodies. (c) The number of large colonies containing >100 cells at day 5. ^∗^Statistically significant (*P* < 0.05). (d) The percentages of Alb^+^CK7^+^ bipotent cells in large colonies at day 5 of culture are shown as mean values for 10 colonies. ^∗^Statistically significant (*P* < 0.05). (e) Fluorescence micrographs of large colonies (containing >100 cells) transduced with indicated viruses at day 5 of culture. Dual immunostaining was performed to detect Alb (red) and CK7 (green) expression. Nuclear DAPI staining (blue) is shown in the insets. Scale bar = 200 *μ*m. (f) Immunostaining analyses demonstrated Casp3 (red) and nuclear DAPI (blue). Scale bar = 200 *μ*m. (g) Real-time RT-PCR analysis of *Sox9* in Dlk^+^ cell-derived colonies. ^∗^Statistically significant (*P* < 0.05). (h) Bright-field images and fluorescence micrographs (inset panels) of cells in EHS gel culture for hepatocytic differentiation and collagen gel culture for cholangiocytic differentiation. Scale bar = 100 *μ*m.

## Data Availability

The microarray and ChIP-seq data obtained in this study have been deposited in Gene Expression Omnibus (GEO, accession number: GSE 114833) and in the DNA Data Bank of Japan (DDBJ, accession number: DRA006858), respectively. Other data used to support the findings of this study are available from the corresponding author upon request.

How the deposited data were processed for this re-analysis (not part of the article)

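Gene expression was measured on 3 one-color Agilent mouse arrays, 1 each for purified Dlk+ cells, hepatocytic differentiation, and cholangiocytic differentiation. The ChIP-seq, real-time PCR, and knockdown experiments were not analysed here. For each array the authors deposited the scanner output with spot intensities after the background subtraction of Agilent Feature Extraction 10.7.1.1. The authors also deposited normalized values as a ratio of the signal to one number per array. Set against the scanner intensities, that number was 599, 447, and 703 for purified Dlk+ cells, hepatocytic differentiation, and cholangiocytic differentiation, close to the 75th percentile of the probes.

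The log2 intensity was scaled to the 75th percentile of the probes on its array. Control spots and spots with outlier flags were left out, and spots of one probe were averaged on the log2 scale. Gene symbols came from RefSeq accessions without versions through the gene table of GRCm38.p6, and 27428 of 55681 probes (49.3%) matched. Since the array was designed on another assembly, no coordinates are given. A gene with several probes was represented by the probe with the highest mean normalized signal. The files lack the P values of spots against background, so detection used the scanner software's mark for a positive and significant signal. Genes past 2-fold were counted among those detected on at least 1 of the 2 arrays compared. No test was made, since there was 1 array per condition, and that number limits the precision.

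The named genes are those the paper names, the 5 largest changes in each direction in each comparison among genes with a proper gene symbol that were well above background and not saturated on both arrays, the 5 largest differences in each direction between the differentiated samples, and members of the gene lists. The results of 5 single genes chosen by this rule are not reported here. Median changes of gene lists were ranked among 10000 random lists of the same size matched on mean signal. The lists covered hepatocytes, cholangiocytes, erythroid cells, leukocytes, stromal cells, endothelial cells, the cell cycle, TNF and OSM targets, and the Hox and Sox genes. A second erythroid list was added after the data were examined. The calls were tested on simulated data for 20785 genes, with 200 genes changed by 2 log2 units. Of these, 198 were recovered for hepatocytic differentiation and 200 for cholangiocytic differentiation. The changed genes were drawn from those well above background in purified Dlk+ cells, and only the spread between spots was simulated. The recovery therefore does not cover dim genes or variation between cultures. Of the unchanged genes, 787 and 754 were also past 2-fold.

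Alternatives fixed before the data were examined were quantile, median, and no scaling, normexp background correction with an offset of 50, the deposited normalized values, a floor at the lowest signal well above background, kept outlier spots, other detection rules, other rules for genes with several probes, and RefSeq mRNA probes alone. A further 3 alternatives were chosen after the data were examined. The programs were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.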

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

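Of the tests reported here, those on the scaling, on independently varying arrays, and on bright region probes were chosen only after the results were seen.

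Opposite changes in the lineages were seen for 523 genes, which were past 2-fold in one direction after hepatocytic differentiation and in the other after cholangiocytic differentiation. Of these, 318 were higher after hepatocytic differentiation and 205 after cholangiocytic differentiation, and 310 were well above background on all 3 arrays. The difference was not tested, since each condition had 1 array. The tables argue against scaling as the whole cause, since the fewest such genes under another scaling were 512, although normexp background correction gave 296. The normexp offset lowers the fold changes of dim probes by construction. Simulated arrays that differed only by the spread between repeated spots gave 8 such genes on average, but this spread leaves out differences between cultures. Simulated arrays without a detection rule, whose genes varied independently by as much as observed, gave 1055 such genes. They gave 203, with a range of 166 to 225, when as many genes were called as observed. Variation between cultures therefore stays open. Different culture conditions for the lineages are an untested biological explanation. Among genes well above background on both differentiated arrays, the largest differences between these samples included higher signals after cholangiocytic differentiation for *Ccl2*, *Lect2*, *Nrk*, *Dhh*, and *Fgd3*, and higher signals after hepatocytic differentiation for *Fgl1*, *Vnn3*, *Azgp1*, and *Cyp2a4*. The log2 difference, cholangiocytic minus hepatocytic, was 8.54 for *Ccl2* and -11.99 for *Fgl1*. Genes not well above background after cholangiocytic differentiation differed by more in some cases, with bounds of -13.55 for *Lrg1*, -13.19 for *Serpina3n*, and -12.63 for *Serpina3m*.

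Probes to genomic regions without a RefSeq gene gave signals that the paper does not report on. Of 16194 such probes, 34.3% were well above background in purified Dlk+ cells, 32.3% after hepatocytic differentiation, and 25.9% after cholangiocytic differentiation. Among 308 negative control spots, 1.30%, 0.325%, and 1.62% were well above background on these arrays. The same nonspecific binding on every array would leave signals equal after scaling, but among region probes above background on both arrays compared, at least 19.5% differed by more than 2-fold. Dim spots alone do not account for this, since among region probes with log2 signals above -2 on both arrays, 18.4% after hepatocytic and 17.0% after cholangiocytic differentiation differed by more than 2-fold. RefSeq mRNA probes matched on signal differed more often, in 34.5% and 36.2% of cases, so binding of this kind to part of the region probes stays open. The negative control spots do not cover binding of related transcripts, which stays open, and no biological explanation was tested.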

How the results depend on the processing

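No paired analysis was possible because each condition had 1 array and the results come from no test. Alternatives called added below were chosen after seeing the data.

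Of the gene counts under the alternatives, 97 stayed within 1.5 times the reported count and 22 did not. Normexp gave 2122 upregulated and 2223 downregulated genes after hepatocytic differentiation, 2502 downregulated genes after cholangiocytic differentiation, 759 upregulated and 1257 downregulated in both lineages, and 296 in opposite directions. Probes in place of genes gave 7924, 7480, 6406, and 8673 for up- and downregulation after hepatocytic and then cholangiocytic differentiation, 2355 and 4415 for both lineages, and 1021 in opposite directions, because more features were counted. Median scaling gave 5556 upregulated genes after cholangiocytic differentiation, and no scaling gave 2213 after hepatocytic differentiation. Detection on both arrays left 1353 genes downregulated in both lineages. Of the added alternatives, counting accessions without a symbol gave 5563 upregulated genes after hepatocytic differentiation and 6205 downregulated genes after cholangiocytic differentiation. Requiring signals well above background on both arrays left 2202 and 2005 downregulated genes after hepatocytic and cholangiocytic differentiation, 907 upregulated and 915 downregulated in both lineages, and 310 in opposite directions. The normexp offset of 50 intensity units lowers the fold changes of dim probes by construction. Apart from this offset and the construction of the counts by probe, accession, and detection, the cause was not tested.

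The median change over all genes was 0.23 (log2) after hepatocytic and 0.26 after cholangiocytic differentiation. It became 0.02 and 0.04 with quantile normalization, 0.28 and 0.74 with median scaling, -0.19 and 0.50 without scaling, and 0.11 and -0.23 with normexp. Upregulated genes made up 48.9% of the calls after hepatocytic differentiation, against 30.2% without scaling. After cholangiocytic differentiation they made up 45.3%, against 66.7% with median scaling, 56.4% without scaling, and 38.5% with the added scaling to the median of probes above background on all arrays. The correlation of the lineages lay between 0.491 and 0.558.

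The 25th, 50th, and 75th percentiles of log10 signal in purified Dlk+ cells became -0.93, 0.061, and 0.83 over detected genes and -0.44, 0.85, and 1.86 with median scaling. RefSeq mRNA probes alone gave a median of -0.24.

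Of the 557 values of named genes under the alternatives, 543 kept their side of 2-fold, and no gene past 2-fold changed direction. The log2 change lay between 3.29 and 3.89 for *Sox4* and between 1.70 and 2.55 for *Sox9* after hepatocytic differentiation, and between 4.30 and 5.25 and between 2.62 and 4.02 after cholangiocytic differentiation. Averaging probes left the *Cdkn2a* bound after hepatocytic differentiation at 0.92. Normexp, whose offset lowers the fold changes of dim probes, gave 0.75 and 0.71 for *Sox11*. After hepatocytic differentiation, *Ebf1* became 1.04 with quantile normalization and 1.01 with median scaling, *Hnf4a* 1.03 with median scaling, and *Foxa2* -1.18 without scaling. After cholangiocytic differentiation, median scaling gave 1.35 for *Bmi1* and 1.14 for *Ezh2*, and no scaling gave 1.11 for *Bmi1*. *Foxa2* became 0.88 with quantile normalization. The added scaling to the median of probes above background on all arrays gave 0.96 for *Foxa2*, -1.07 for *Sox17*, and -1.12 for *Tat* in the same comparison. Apart from the normexp offset, the cause was not tested.

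For list medians, 176 values stayed within the SD of random lists and 40 did not. Without scaling, the hepatocytic medians were -0.093 for hepatocyte, 0.73 for cholangiocyte, -7.30 for erythroid, -2.12 for leukocyte, 0.20 for stromal, -3.74 for cell cycle, 0.80 for TNF, 1.42 for OSM, -0.54 for Hox, -0.56 for Sox, and -3.63 for second-list erythroid genes, and the cholangiocytic median of hepatocyte genes was -1.96. With median scaling, the cholangiocytic medians in the same order were -1.72, 0.23, -3.88, -1.14, -0.35, 0.65, 1.79, -0.98, 0.18, 0.24, and -2.43, and -2.66 for endothelial genes. Normexp gave 0.56 for cholangiocyte, -4.99 for erythroid, and -1.18 for endothelial genes after hepatocytic differentiation, and -3.80 and -1.59 for erythroid and endothelial genes after cholangiocytic differentiation. The floor gave -6.42 for erythroid, -1.77 for endothelial, and 0.26 for Hox and Sox genes after hepatocytic differentiation, which is the ratio of the floors themselves, and 0.31 for cholangiocyte, -1.83 for endothelial, 0.33 for Hox, and 0.15 for Sox genes after cholangiocytic differentiation. Quantile normalization gave 0.00 for hepatocyte genes and kept outlier spots gave 2.63 for OSM genes after hepatocytic differentiation. Averaged probes gave -2.61 for endothelial genes after cholangiocytic differentiation.

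Signal over background limits the fold changes of dim genes. Normalized signals below 0.0386, 0.0462, and 0.0509 on the arrays of purified Dlk+ cells, hepatocytic differentiation, and cholangiocytic differentiation give bounds.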

Other observations

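Tests on the second erythroid list and on the spread between spots were set out before their results were seen, and those on the shared array, the cell cycle, exchanged samples, stromal cells, and the second erythroid list without 3 of its genes after.

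Erythroid genes were bright in purified Dlk+ cells and lower on both other arrays. All 17 genes of the list were well above background in purified Dlk+ cells, where *Hba-a2* had a normalized signal of 1249 and *Hbb-bt* 1220.1. The median log2 change was -6.88 after hepatocytic and -4.36 after cholangiocytic differentiation, or -6.42 after hepatocytic differentiation with dim genes at their bounds. The falls were unequal, and *Hba-a2* changed by only -0.43 after cholangiocytic differentiation. A candidate explanation is RNA of red blood cell precursors in the purified Dlk+ preparation. Of a second list of 17 erythroid genes, 16 were analysed and all were well above background in purified Dlk+ cells. Their median changed by -3.21 and -2.91, at a percentile of 0 among random lists for both. The size depends on the members, since without *Tfrc*, *Bpgm*, and *Epb41*, which were missing when the list was first computed, the medians were -5.34 and -4.49, again at a percentile of 0. With dim genes at their bounds, 13 of these genes were lower by more than 2-fold after hepatocytic differentiation, whereas 2, *Hemgn* and *Epb41*, were higher, by 1.33 and 1.03 on the log2 scale. After cholangiocytic differentiation 11 were lower and 0 higher. No gene of the second list is on another list, and how many of them Dlk+ cells express themselves was not analysed here. Loss of erythroid transcription within Dlk+ cells was not tested and stays open.

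Genes of the cell cycle list had a median change of -3.32 after hepatocytic differentiation, or -3.12 with dim genes at their bounds, and of 0.17 after cholangiocytic differentiation. The tables argue against scaling as the cause, since the smallest fall under another scaling was -3.27. Loss of dividing red blood cell precursors cannot be told apart from slower division of the cultured cells, because the change of 0.17 could also reflect dividing cells in the cholangiocytic culture. Slower division during hepatocytic differentiation is a biological hypothesis that was not tested.

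Hepatocyte genes had a median change of 0.33 after hepatocytic differentiation, at a percentile of 87.3 among random lists, which turned to -0.093 without scaling. These genes split, since among the 18 with a value or bound, 6 were higher and 5 lower by more than 2-fold. Their mean was 0.90. After cholangiocytic differentiation their median was -2.20, at a percentile of 0. The tables argue against an exchange of the differentiated samples, since the median difference of these genes, cholangiocytic minus hepatocytic, was -3.12. Cholangiocyte genes had a median of 1.15 after hepatocytic differentiation. After cholangiocytic differentiation their median was -0.25, but their mean was 0.90, the median of the 11 genes with a value or bound was 1.65, and median scaling gave 0.23, so no direction is given. TNF targets changed by 1.22 and 1.31 after hepatocytic and cholangiocytic differentiation, OSM targets by 1.84 and -1.46, leukocyte genes by -1.70 and -1.62, and endothelial genes by -2.72 and -3.14. Hox genes changed by -0.12 and -0.30, at percentiles of 40.1 and 63.7, and Sox genes by -0.14 and -0.24, at percentiles of 30.8 and 43.8. Both medians turned positive with signals at the floor, to 0.26 after hepatocytic differentiation, with normexp after hepatocytic differentiation, and with median scaling after cholangiocytic differentiation. Their means after hepatocytic differentiation were 0.017 and 0.091.

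The rise of *Sox4*, *Sox9*, and *Sox11* may come from outgrowth of stromal cells. After cholangiocytic differentiation, *Col1a1*, *Col1a2*, *Col3a1*, and *Dcn* all fell, from -0.30 for *Col1a2* to -3.15 for *Col3a1*, and the median of the stromal list was -0.83, or -0.35 with median scaling, whereas *Acta2* and *Tagln* of the same list rose by 4.47 and 2.70. After hepatocytic differentiation, the former genes ranged from -1.25 for *Dcn* to 0.29 for *Col1a1*, the median of the list was 0.62, and *Acta2* and *Tagln* rose by 2.44 and 2.52. Since members of the list went in both directions, outgrowth cannot be told apart from expression in Dlk+ cells after either differentiation. Activation of these genes by differentiation is a biological explanation that was not tested.

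The number of genes past 2-fold may include spread between spots. Simulated arrays that differed only by that spread gave 769.8 genes past 2-fold on average after cholangiocytic differentiation, and variation between cultures, which stays open, was not measured. The correlation of the lineages could come from the shared array of purified Dlk+ cells. Independently varying simulated arrays gave 0.501, but their equal spread on every array fixes this value in advance, so it decides nothing. A shared response cannot be told apart from the shared array. The 1267 genes upregulated in both lineages were fewer than the 1322 that the independently varying simulated arrays shared at the observed numbers of calls. The 2170 genes downregulated in both were more than any of the simulated sets gave, at most 1601. The simulated arrays assume the same spread for every gene and let undetected genes be called. With median scaling, alone among the scalings, upregulated genes were the more numerous, at 1789 against 1746. The difference from the simulated sets therefore excludes nothing.

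Some lineage and stem cell markers that the paper measured in *Sox4*-knockdown cells were also measured in these unperturbed cultures. After hepatocytic differentiation the log2 change was 4.81 for *Tat*, -0.76 for *Foxa2*, and 0.98 for *Hnf4a*. It was 0.40 for *Afp*, which turned to -0.14 with quantile normalization and was also negative without scaling, 4.31 for *Epcam*, and 0.75 and 0.67 for the *Bmi1* probes A_55_P2170335 and A_52_P39157. After cholangiocytic differentiation it was 8.74 for *Krt7* and 1.65 for *Itgb4*. It was -0.30 for *Afp*, which turned to 0.18 with median scaling, 4.05 for *Epcam*, and 0.87 and -0.0090 for these *Bmi1* probes, so no direction is given for *Bmi1* there. *Onecut1* had an outlier spot on that array. *Alb* was saturated in purified Dlk+ cells, so no fold is given after hepatocytic differentiation, and it was at least 5.02-fold lower after cholangiocytic differentiation. *Dlk1* changed by -4.57 and -3.87 after hepatocytic and cholangiocytic differentiation on its brighter probe.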
